A study of Mus musculus with 2 samples.

How the data were processed

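Ribosome profiling was carried out on the brains of control mice at postnatal day 5, per the labels. The animals carried 1 disrupted copy of the mouse Smn gene and a human SMN2 transgene on the FVB background. Both samples belonged to 1 group and were biological replicates 1 and 2 (n = 2). Per the labels' protocols, frozen brains were pulverised, cytoplasmic lysates were separated on a sucrose gradient, and RNase I was applied to the combined fractions that held polysomes. Fragments of 25 to 35 nucleotides were then selected on a gel and made into libraries by adaptor ligation, circularisation and PCR. Sequencing used an Illumina HiSeq2500 instrument.

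The authors deposited 1 table of whole-number counts per transcript, with 1 column per replicate and no normalization. The deposited count columns covered 109463 transcripts of 45578 genes in 45 biotypes, and every gene had a name. The table also held the annotated length of each transcript, its coding sequence and its untranslated regions. The labels and the file headers do not state the aligner, the genome build, the annotation release, the treatment of duplicate fragments or the treatment of fragments that match several places. Of the gene names, 32301 were also symbols in a RefSeq gene table of assembly GRCm38.p6, which was used for names alone. No coordinates are given, because the file headers name no build.

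Counts belong to whole transcripts, so shares of footprints in coding sequence and untranslated regions, reading frame and fragment length were not analysed here. A genome sequence was not used here, so GC content was not examined. Matched RNA abundance was not analysed here, so the values are footprint levels and not translational efficiencies. The human transgene was not separated from Smn1, and its contribution to that gene's footprints was not tested.

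Transcripts of 1 gene overlap, so the handling of shared fragments decides what a gene's level means. It was checked on 45 pairs of transcripts that belong to the same gene and have identical transcript, coding and untranslated lengths. The mean of the squared difference over the sum of the paired counts was 1.04, where 0 would mean that each fragment was counted on both transcripts and 1 is the value for independent counts. The counts of a gene's transcripts were therefore summed. The transcript with the highest mean count was taken as an alternative, chosen after the data were examined. Counts of near-identical genes, such as actins, tubulins, globins, histones and processed pseudogenes, remain uncertain, because fragments of this length can match more than 1 of them. Overlapping and antisense genes are uncertain too, since the use of strand is not stated.

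Levels are CPM values, which are counts scaled to the library total, and footprint density is the count per nucleotide of transcript. Pearson and Spearman correlations were computed across genes on log2(CPM + 1), for genes with a mean count of at least 10, with intervals from 200 bootstrap draws over genes. The biological coefficient of variation was the square root of the common dispersion of edgeR 4.0.16 under an intercept alone, with TMM (trimmed mean of M values) normalization and 100 bootstrap draws over genes. TMM factors were 0.957 for replicate 1 and 1.04 for replicate 2, which moved every log2 ratio down by 0.13 from the ratio of library totals. A quasi-likelihood test could not be fitted, because the design has no contrast.

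Counts of the replicates were compared per gene with a two-sided exact binomial test against the ratio of TMM effective library sizes. P-values were adjusted by the Benjamini-Hochberg method over the 16427 genes with a mean count of at least 10, and genes with an adjusted value under 0.05 were called. The test compares 2 libraries and covers counting noise alone; PCR copies are not independent molecules, so intervals, floors and p-values cover counting error only. Log2 ratios are replicate 2 over replicate 1 with a prior of 0.5 CPM.

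The authors' labels name no gene sets, so 24 lists of marker and functional genes were written before the data were examined. They covered genes of astrocytes, oligodendrocytes, neurons, microglia, endothelium, meninges, choroid plexus, red cells, pituitary, forebrain and cerebellar granule cells. The other lists covered ribosomal proteins, translation factors, tubulins and actins, histones, heat shock, immediate early response, integrated stress, proliferation, the SMN complex, mitochondrially encoded genes, nuclear respiratory chain genes, non-coding RNAs and Y-linked genes. For lists with at least 5 tested members, the median log2 ratio was ranked among 10000 random lists of the same size, matched on mean count in 20 strata. Lists outside the central 95% of the random lists were counted. The lists of Purkinje cell and hindbrain Hox genes were written after the gene comparison had been seen, but before their own values were.

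The named genes were set by a rule written before the data were examined. They were the 10 most abundant genes, Smn1, the 5 highest and 5 lowest log2 ratios among called genes with a mean count of at least 100, the most abundant member of each list, and the Y-linked genes with Xist. Genes named outside this rule are said to be so. Some genes that the rule selects, and results that rest on them, are not reported here.

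The procedures were tested on simulated data, drawn from the means and totals of the real libraries. Over the 16427 simulated genes, 200 were changed by a log2 value of 1.5 against counting noise. The binomial test called 77% of the changed genes, all in the right direction, and 0.0555% of the unchanged genes. With a simulated coefficient of variation of 0.15 for the same 16427 genes, edgeR returned 0.151. Of 40 random lists without a shift, 2 fell outside the central 95%, and a list of 15 raised genes was placed at percentile 100. Simulated genes varied independently, so this does not cover lists whose members vary together.

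Alternatives covered DESeq2 1.42.0 size factors, library totals, other count minimums, pseudocounts and priors, edgeR's exact test with the common dispersion, values per transcript, removal of abundant or mitochondrial genes, thinning of the deeper library and leaving out each replicate. Added after the data were examined were the highest transcript per gene, random lists matched on footprint density, and removal of the trend with density in 50 bins. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.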

Results

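Ribosome-protected fragments from brain polysomes were counted in 2 control mice at postnatal day 5. Ribosome profiling counts the short stretches of mRNA that translating ribosomes shield from nuclease, so the count of a gene reflects how many ribosomes sat on its transcripts. The deposited table held 1866831 footprints for replicate 1 and 5261878 for replicate 2, a ratio of 2.82. The animals formed a single group, so the comparisons describe what the polysomes of a control brain carried and how far the replicates gave the same profile.

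At least 1 footprint was found on 66707 transcripts and 21857 genes in replicate 1, and on 77133 transcripts and 25002 genes in replicate 2. A count of 0 allowed a level of up to 1.61 CPM in replicate 1 and 0.570 CPM in replicate 2, taking 3 counts as the floor. Genes with at least 10 footprints numbered 14122 in replicate 1 and 17630 in replicate 2, and 14111 reached this count in both. When replicate 2 was thinned to the total of replicate 1, it gave 14666 such genes. The number found in both libraries was 21116 at a minimum of 1 count and 7934 at 50 counts.

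Transcripts annotated as protein coding took 75.5% ± 1.09 of the footprints (SD, n = 2). Retained introns took 9.36% ± 0.387, processed transcripts 5.59% ± 0.271 and targets of nonsense-mediated decay 3.97% ± 0.383. These classes share exons with the coding transcripts of their genes, so they can hold fragments of those transcripts. The test of paired transcripts argued against counting a shared fragment on each of them, but its treatment is not stated. Pseudogenes of all kinds took 4.79% ± 0.135 and can likewise hold fragments of the genes they copy.

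Gene levels in the replicates were strongly correlated. Across the 16427 genes with a mean count of at least 10, Pearson's r of log2(CPM + 1) was 0.968 (bootstrap interval 0.967 to 0.969) and Spearman's rho was 0.971 (0.970 to 0.972). Genes are not independent replicates, and these values describe 1 pair of libraries. The alternative that moved r most was the correlation per transcript, which gave 0.947. The biological coefficient of variation was 0.167 (bootstrap interval 0.164 to 0.169), and it fell to 0.159 when each gene was represented by its highest transcript. The median absolute log2 ratio between the replicates was 0.29, and 74.0% of genes lay within 0.5 on the log2 scale.

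**Figure D1:**
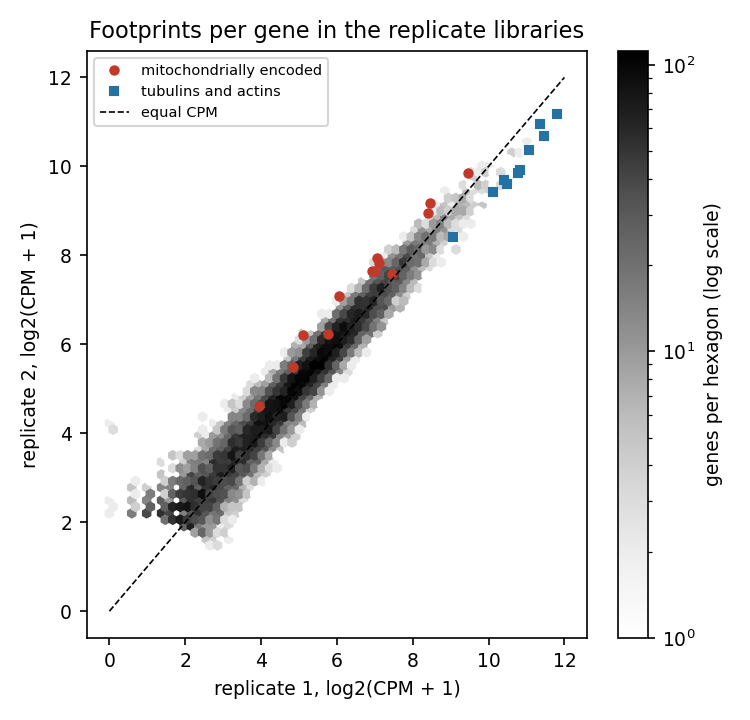
Footprint level per gene in replicate 1 (x axis) and replicate 2 (y axis), as log2(CPM + 1), for the 16427 genes with a mean count of at least 10; shading gives the number of genes per hexagon on a log scale and the dashed line marks equal CPM. The 10 tubulin and actin genes (squares) lie below the line, while the 13 mitochondrially encoded genes (circles) lie on or above it.

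No small set of genes dominated the libraries. The 10 most abundant genes together took 2.07% ± 0.452 of the footprints (SD, n = 2), with 2.39% in replicate 1 (Clopper-Pearson 95% interval 2.37 to 2.41) and 1.75% in replicate 2 (1.74 to 1.76). Their share was lower in replicate 2 by more than counting error. The alternative that moved the share most was normalization to transcript length, at 2.54%. The 100 most abundant genes took 10.4% ± 1.5. The highest mean share belonged to Actb (ENSMUSG00000029580), with 0.293% ± 0.0880 of the footprints. Actg1 had a share of 0.231% ± 0.0477 and Tuba1a a share of 0.223% ± 0.0835. Gnas had a share of 0.200% ± 0.00148 and Apoe a share of 0.191% ± 0.0411. Eef1a1 had a share of 0.176% ± 0.0214, Psap a share of 0.175% ± 0.0330, Dpysl3 a share of 0.174% ± 0.0357 and Tubb5 a share of 0.174% ± 0.0593. With TMM scaling, all 10 differed between the libraries beyond counting noise and were lower in replicate 2, from -0.14 for Gnas to -0.91 for Tuba1a on the log2 scale. The Gnas difference rests on that scaling, which moved every log2 ratio down by 0.13. Its share of the library total was 0.201% in replicate 1 and 0.199% in replicate 2. Actb, Actg1, Tuba1a, Tubb5 and Eef1a1 have near-identical relatives or pseudogenes, and their counts are uncertain to that extent.

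Smn1 (ENSMUSG00000021645), the gene at which the animals were heterozygous, had 71 footprints in replicate 1 and 253 in replicate 2. Its level was 38.03 CPM (Clopper-Pearson 95% interval 29.7 to 48.0) in replicate 1 and 48.1 CPM (42.3 to 54.4) in replicate 2, with a mean of 43.1 ± 7.11 (SD, n = 2). The intervals overlapped, the log2 ratio was 0.21 and the adjusted p of the exact binomial test was 0.566. Mean Smn1 level lay at percentile 63.7 of the tested genes. The count was spread over 9 annotated transcripts, of which Smn1-001 held 28 footprints in replicate 1 and 96 in replicate 2. Counting the highest transcript alone gave 32.6 CPM on the total of highest transcripts. Footprints on the human transgene can match the mouse gene, and their part in this count was not tested.

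The replicate libraries nevertheless differed beyond counting noise at many genes, so they were not 1 library deposited under 2 names. The exact binomial test called 2861 of 16427 genes (17.4%), of which 978 were higher and 1883 lower in replicate 2. An unadjusted p under 0.05 was found for 4547 genes, and the mean chi-square per gene was 6.83. A change of at least 2-fold was present in 296 of the called genes. The split by direction depended on the scaling, because TMM moved all log2 ratios by 0.13. With library totals, 3123 genes were called, 1896 higher and 1227 lower, so the share higher in replicate 2 was 60.7% in place of 34.2%. The test that moved the number most was edgeR's exact test with the common dispersion, which called 11 genes, with 719 at an unadjusted p under 0.05. Its dispersion was estimated from the difference between the same libraries that it then compared, so a low number follows largely from its construction.

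Among called genes with a mean count of at least 100, Pcp2 was one of those with the highest log2 ratios, at 1.65, with 24 footprints in replicate 1 and 238 in replicate 2. Its level was 12.9 CPM (95% interval 8.24 to 19.1) against 45.2 CPM (39.7 to 51.4), and the adjusted p of the exact binomial test was 9.73e-09. Gm10925, an annotated pseudogene, had a log2 ratio of 1.38 and counts of 51 and 413. Clk1 had a log2 ratio of 1.34 with counts of 23 and 183, and Ctdspl2 a log2 ratio of 1.30 with counts of 46 and 353. When each gene was represented by its highest transcript, Pcp2, Clk1 and Ctdspl2 were no longer called, at log2 ratios of 0.85, 0.73 and 1.08. The lowest log2 ratio was that of Rn7s2, a non-coding RNA, at -1.48 with counts of 97 and 105. Marcks followed at -1.33 with counts of 1619 and 1981 and an adjusted p of 4.2e-153 in the exact binomial test. Pcsk1n had a log2 ratio of -1.30 with counts of 884 and 1101, Sst a log2 ratio of -1.28 with counts of 465 and 586, and Mt3 a log2 ratio of -1.25 with counts of 367 and 474. These 5 kept their calls with DESeq2 size factors, library totals, the trend removed and the highest transcript per gene, as did Gm10925. All of these have 1 annotated transcript, whereas Pcp2 has 7, Clk1 13 and Ctdspl2 9.

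The log2 ratio between the replicates fell with footprint density, a comparison that was chosen after the data were examined. It was made across the 43655 transcripts with a mean count of at least 10. In the 10% of transcripts with the lowest density, at a median of 0.00411 footprints per nucleotide, the median log2 ratio was 0.26. In the 10% with the highest density, at a median of 0.199 footprints per nucleotide, it was -0.24. Spearman's rho across transcripts was -0.251. Libraries drawn with the observed depths and 1 ratio for all transcripts gave medians of 0.03 at the lowest densities and 0.00 at the highest, so the fall exceeded the counting noise. The highest footprint density of any transcript of at least 200 nucleotides was 2.07 per nucleotide in replicate 1 and 3.12 in replicate 2. Removing the trend left 1918 called genes, 870 higher and 1048 lower in replicate 2, of which 1592 were among the 2861.

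**Figure D2:**
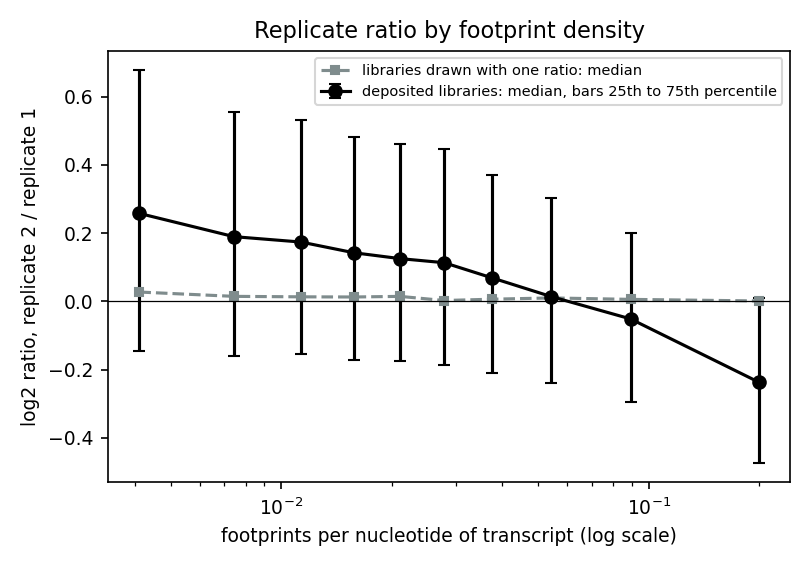
Median log2 ratio of replicate 2 over replicate 1 (y axis) in 10 equal groups of transcripts ordered by footprint density in footprints per nucleotide (x axis, log scale); circles are the deposited libraries with bars from the 25th to the 75th percentile, squares are libraries drawn with 1 ratio. The deposited median falls from 0.26 to -0.24 while the drawn median stays between 0.03 and 0.00.

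Brain cell types were represented by lists of marker genes, whose shares of the footprints describe the tissue and not single cells. Neuronal genes took 1.56% ± 0.271 of the footprints (SD, n = 2), with Dpysl3 the most abundant at 1742 ± 357 CPM. Astrocyte genes took 0.566% ± 0.0558, led by Apoe at 1908 ± 411 CPM, and 0.383% with the 10 most abundant genes left out of the total. Oligodendrocyte genes took 0.141% ± 0.0196, led by Mbp at 320 ± 127 CPM. Microglial genes took 0.0409% ± 0.000318, led by Csf1r at 83.8 ± 1.87 CPM, and endothelial genes 0.0542% ± 0.00322, led by Cldn5 at 113 ± 42.8 CPM. Genes of meninges and fibroblasts took 0.272% ± 0.0241, led by Ptgds at 618 ± 16.5 CPM. Choroid plexus genes took 0.108% ± 0.0191, led by Ttr. Its level was 582 CPM in replicate 1 (95% interval 548 to 618) and 277 CPM in replicate 2 (263 to 291). Red cell genes took 0.237% ± 0.0618, led by Hbb-bs at 716 ± 195 CPM, and pituitary genes 0.0244% ± 0.00912, led by Chga at 233 ± 84.5 CPM. Chga made up most of the pituitary share, so that share describes this gene more than pituitary tissue. Prl and Tshb had no footprint in either library, Gh had 15 and 0, and Pomc had 8 and 9. Forebrain genes took 0.117% ± 0.0235, led by Nrgn, whose level was 325 CPM (299 to 352) in replicate 1 and 153 CPM (143 to 164) in replicate 2. Cerebellar granule cell genes took 0.0633% ± 0.0116, led by Zic1 at 211 ± 22.8 CPM.

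The functional lists were described in the same way. Tubulins and actins took 1.55% ± 0.523 of the footprints (SD, n = 2), led by Actb at 2927 ± 880 CPM. The 79 ribosomal protein genes took 1.31% ± 0.0283, led by Rps9 at 549 ± 76.4 CPM, and translation factors 0.943% ± 0.0166, led by Eef1a1 at 1756 ± 214 CPM. Nuclear genes of the respiratory chain took 0.759% ± 0.0717, led by Atp5a1 at 1118 ± 198 CPM. The 13 mitochondrially encoded genes took 0.284% ± 0.0801, led by mt-Co1 at 808 ± 152 CPM. Heat shock genes took 0.588% ± 0.0389, led by Hspa8 at 1706 ± 118 CPM, and histone genes 0.240% ± 0.0439, led by H3f3b at 345 ± 59.1 CPM. Proliferation genes took 0.0891% ± 0.0157, led by Ccnd2 at 198 ± 13.7 CPM. Integrated stress genes took 0.0780% ± 0.00655, led by Asns at 176 ± 24.6 CPM, and immediate early genes 0.0429% ± 0.00728, led by Jund at 97.1 ± 19.5 CPM. Genes of the SMN complex took 0.0284% ± 0.000404, led by Strap at 132 ± 15.8 CPM. Non-coding RNAs took 0.0181% ± 0.00101, led by Meg3 at 47.9 ± 5.05 CPM. With the 10 most abundant genes left out of the total, tubulins and actins took 0.640% and translation factors 0.784%.

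Some lists moved together between the replicates. Of 22 lists with at least 5 tested members, 10 had a median log2 ratio outside the central 95% of random lists matched on mean count. By chance 1.1 would fall outside if genes varied independently, which members of a functional list need not do. Matching on footprint density left 9 lists outside, 6 above and 3 below, and no alternative tried moved the number by more than 1. Mitochondrially encoded genes had a median log2 ratio of 0.55 (percentile 100), and all 13 were higher in replicate 2 under both TMM and library totals. Of these, 9 were called by the exact binomial test over all genes tested and 11 when adjusted over the list alone. Cerebellar granule cell genes had a median of 0.47 (percentile 99.97), oligodendrocyte genes 0.40 (percentile 99.99) and proliferation genes 0.35 (percentile 99.95). Calls in these lists numbered 3 of 8, 9 of 14 and 2 of 18 over all genes tested, and 4, 10 and 2 adjusted over the list alone.

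Tubulins and actins had a median log2 ratio of -0.83 (percentile 0), with 10 of 10 genes lower in replicate 2 under both scalings and all 10 called, also adjusted over the list alone. Red cell genes had a median of -0.61 (percentile 0.09), histones -0.53 (percentile 0), neuronal genes -0.44 (percentile 0.16), immediate early genes -0.42 (percentile 0.13) and forebrain genes -0.38 (percentile 1.01). With library totals the number of members higher in replicate 2 was 1 of 16 for histones, 5 of 20 for neuronal genes and 3 of 13 for immediate early genes, in place of 0, 1 and 0. Calls numbered 5 of 8 red cell genes, 12 of 16 histones, 14 of 20 neuronal, 5 of 13 immediate early and 6 of 10 forebrain genes, and 5, 14, 15, 6 and 8 adjusted over the list alone. When the random lists were matched on footprint density, histones (percentile 5.88), neuronal genes (7.29) and red cell genes (2.56) came inside the range. Under the same matching, ribosomal protein genes (percentile 99.99) and translation factors (98.82) went outside it. With the highest transcript per gene, the forebrain list came inside the range at percentile 16.3, the neuronal list at 29.3 and the red cell list at 3.62. In that setting translation factors (percentile 99.15) and non-coding RNAs (0.97) went outside it, while ribosomal proteins stayed inside at 88.98.

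The other 12 lists lay inside the range of lists matched on mean count. Their percentiles were 73.0 for the SMN complex, 20.9 for astrocytes, 8.52 for choroid plexus, 49.2 for endothelium, 4.20 for heat shock and 36.03 for integrated stress. They were 13.2 for meninges, 5.84 for microglia, 50.1 for non-coding RNAs, 7.24 for nuclear respiratory chain genes, 63.0 for ribosomal proteins and 85.9 for translation factors. Calls over all genes tested numbered 1 of 9 for the SMN complex, 5 of 12 for astrocytes, 3 of 9 for choroid plexus, 2 of 12 for endothelium, 8 of 12 for heat shock and 2 of 13 for integrated stress. In the same order, they numbered 1, 6, 3, 2, 10 and 2 adjusted over the list alone. For meninges 8 of 12 genes were called, for microglia 3 of 12, for non-coding RNAs 4 of 10, for the respiratory chain 16 of 26, for ribosomal proteins 22 of 79 and for translation factors 15 of 32. The matching numbers were 9, 3, 4, 18, 27 and 15 adjusted over the list alone. The medians of the ribosomal protein, translation factor, endothelial and integrated stress lists changed from below 0 with TMM to above 0 with library totals. The pituitary list had 1 tested member, which was called, also when adjusted over the list alone; its shift was not ranked.

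**Figure D3:**
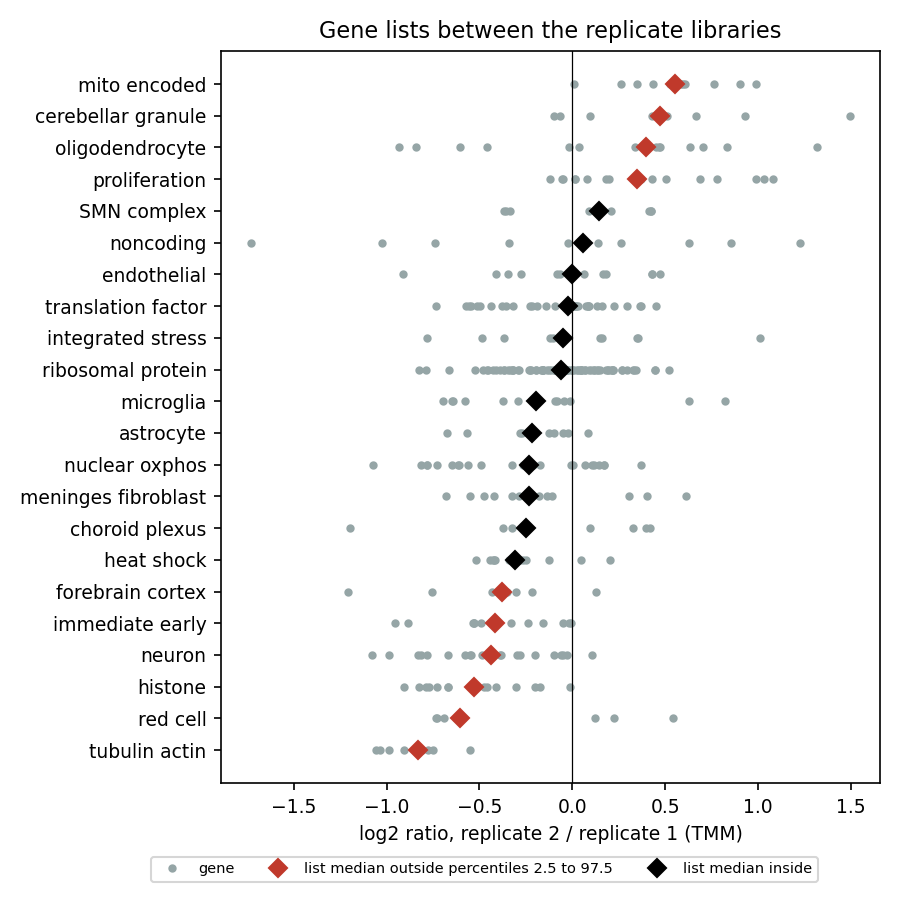
Log2 ratio of replicate 2 over replicate 1 with TMM scaling (x axis) for the tested members of 22 gene lists (y axis); small points are genes and diamonds are list medians, coloured where the median lies outside the central 95% of random lists matched on mean count. Medians run from 0.55 for mitochondrially encoded genes to -0.83 for tubulins and actins, and library totals would raise every ratio by about 0.13, which turns 4 medians near 0 from negative to positive.

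Y-linked genes had footprints in both libraries. Ddx3y had 96 footprints in replicate 1 and 355 in replicate 2, at 59.4 ± 11.3 CPM (SD, n = 2). Eif2s3y had 58 and 331 footprints, or 31.1 CPM (95% interval 23.6 to 40.2) and 62.9 CPM (56.3 to 70.1), and was the 1 gene of the 4 called by the exact binomial test, with an adjusted p of 9.44e-05; it was also the 1 called when adjusted over the list alone. Kdm5d had counts of 34 and 105 and Uty counts of 31 and 129. The list took 0.0146% ± 0.00407 of the footprints, and with 4 members its shift was not ranked. Xist, a non-coding RNA of the inactive X chromosome, had 1 footprint in replicate 1 and 0 in replicate 2, where a count of 0 allowed up to 0.570 CPM.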

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

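Representing each gene by its highest transcript, matching random lists on footprint density and removing the trend with density were chosen after the data were examined. The other alternatives were planned before. The correlation between the replicates stayed above 0.9 in every setting tried, but it moved by more than its bootstrap interval in most. Against 0.968, Pearson's r was 0.960 with a pseudocount of 0.1 CPM and 0.975 with 5 CPM. It was 0.980 over all genes with a count, 0.949 over genes with a mean count of at least 100, 0.947 per transcript and 0.956 with the highest transcript per gene. The range of levels differs between these sets by construction. Leaving out the 10 most abundant genes, or keeping protein-coding genes without the mitochondrial ones, left r within its interval.

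The biological coefficient of variation was 0.167. It was 0.170 with library totals and 0.159 with the highest transcript per gene, and the cause was not tested; DESeq2 size factors and the other count minimums left it within its interval. The number of called genes was 2861, and it fell to 1446 of 15353 tested genes with the highest transcript per gene, where each gene has fewer counts. Of these, 17.8% were higher in replicate 2, against 34.2%, and 1386 were shared with the 2861. It fell to 11 with edgeR's exact test, whose dispersion already counts the difference between these libraries as noise, so the fall follows largely from its construction and says nothing about the stability of the calls. Counts between 1918 (trend removed, 45.4% higher in replicate 2) and 3123 (library totals) came from the other settings. Depth sets how many genes the binomial test can call: at a mean count of at least 100, 2742 of 8060 genes were called, against 2861 of 16427.

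Genes found in both libraries numbered 14111 at 10 counts, 21116 at 1 count and 7934 at 50 counts, a change that follows from the minimum itself. Across the values that each left out one replicate, genes found ranged from 14122 to 17630, the share of the 10 most abundant genes from 1.75% to 2.39% and Smn1 from 38.03 to 48.1 CPM. The share of the 10 most abundant genes was 2.54% with length-normalized values, which weight short transcripts more. Smn1 was at 32.6 CPM with the highest transcript per gene, which leaves out its other 8 annotated transcripts by construction.

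The shifts of gene lists kept their side of the range under library totals, DESeq2 size factors and a prior of 5 CPM in all 22 lists. A pair of results were classed as reversed. The choroid plexus list moved from percentile 8.52 to 98.1 when members needed a mean count of at least 50, which left 5 members. The non-coding list moved from percentile 50.1, the middle of the range, to 0.97 with the highest transcript per gene. That setting left 8 of its 10 members, and the cause was not tested. Among the remaining results, which are the list shares and shifts, the named genes and Spearman's rho, 10 moved, 9 were weaker and 3 stronger. A further 248 were classed as unchanged, a class that still held wide movement. In it, the astrocyte list went from percentile 20.9 to 95.6 with the highest transcript per gene. The nuclear respiratory chain list went from 7.24 to 82.8 when random lists were matched on footprint density. The pituitary share in that class was 0.0308% in replicate 1 and 0.0179% in replicate 2, and Chga made up most of it in both.

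Footprint shares by region were not run, since the counts belong to whole transcripts. Normalized columns of the authors gave no value, since the table used here holds counts. No paired analysis was possible because the labels name 1 group.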

Other observations

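The comparison of coding lengths at equal counts, the test of untranslated transcripts, the tests of the mitochondrial genes and the test of paired transcripts were chosen only after the results they measure had been seen. The other tests, among them the density-matched ranking of the granule cell and forebrain lists, were devised after the data were examined but before the values they measure were seen. The design has 1 group, so no biological explanation was tested for any pattern below, and each hypothesis was found and tested on the same 2 libraries.

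The fall of the replicate ratio with footprint density, a rho of -0.251 across transcripts, was weighed against several technical explanations. Unequal depth and sampling noise gave a rho of -0.0135 in drawn libraries. Background RNA spread evenly over transcripts would raise untranslated transcripts in replicate 2, since all of their reads would be background; the median excess of 182 lincRNA and antisense transcripts over transcripts of equal density was instead -0.36 (bootstrap interval over genes -0.47 to -0.27). A gain of long coding sequences alone, as from heavier polysomes, would leave no relation with density at equal coding length, but that partial rho was -0.319 (-0.336 to -0.303), against -0.0412 in drawn libraries. A candidate explanation that stays open is a limit on the count per position, such as removal of duplicate fragments, which would hold back the deeper library on dense transcripts. Among the 20% of coding transcripts with the highest counts, the 25% with the longest coding sequences had a median log2 ratio 0.29 above the 25% with the shortest (0.26 to 0.34) at similar counts. Longer sequences at equal counts are also less dense, so this difference restates the trend, and a limit per position cannot be told apart from other causes that act with density. In the 20% with the lowest counts, where a limit would bite little, the difference was 0.12. Whether duplicates were removed is not stated, and GC content was not analysed here and stays open too.

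As a list, the mitochondrially encoded genes lay above that trend. Their list stayed at percentile 100 among lists of equal footprint density, and 13 of 13 genes lay above the median ratio of all genes, which argues against the density trend and against 1 or 2 genes with shared reads. Within the list, the densest genes mt-Co1, mt-Cytb and mt-Nd6 had log2 ratios of 0.26, 0.43 and 0.008, below the list median of 0.55. The least dense, mt-Nd3, lay at that median, and the relation within the list was not tested. More mitochondrial RNA of every kind would raise mitochondrial rRNAs and tRNAs too, yet their median excess over transcripts of equal density was -0.36, with 3 of 14 above 0. The rRNAs mt-Rnr1 and mt-Rnr2 lay at -0.12 and 0.01. The others were tRNAs of 59 to 75 nucleotides with 5 to 48 footprints in replicate 1. The rRNA class outside mitochondria held 0 and 3 footprints over 354 transcripts, so rRNA counts may not follow RNA amount. The values thus show that most tRNA fragments did not rise, and cannot decide for rRNAs. More RNA of every kind that cytosolic ribosomes do not translate would raise nuclear non-coding transcripts, whose median excess was -0.18 over 584 transcripts. The largest class, 226 snRNAs, had a median excess of 0.02 and so was not lower. Medians of the other classes ran from -0.16 for snoRNAs to -1.10 for miscellaneous RNAs. The protein-coding mitochondrial transcripts had a median excess of 1.02. What stays open, as untested, is a difference in the gradient fractions pooled, in the recovery of mitochondrial ribosomes, or in mitochondrial translation between the animals.

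The lists of cerebellar granule cell genes (higher in replicate 2) and forebrain genes (lower) moved apart, and Pcp2 was among the genes with the highest ratios. The density trend does not account for both lists: when random lists were matched on density, the granule cell list lay at percentile 99.74, a distance of 49.74 from the middle, and the forebrain list at 1.48. The forebrain list came inside the range, at 16.3, with the highest transcript per gene. More cerebellum in the replicate 2 sample was tested with 10 other Purkinje cell genes, which lay inside the range at percentile 76.3. The brain expresses most of these genes outside the cerebellum as well, 9 of 10 reached a mean count of 10 and the most abundant, Calb1, was at 91.3 ± 20.8 CPM (SD, n = 2), so a small added share would be hidden and this explanation is undecided.

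More hindbrain or spinal cord in the replicate 2 sample met its test. Hox genes are expressed from the hindbrain backwards, and the list of 14 held 15 footprints in replicate 1 and 438 in replicate 2, a log2 ratio of 3.17 (exact binomial p = 1.74e-35). All 14 had a higher CPM in replicate 2, and 8 of them had no footprint in replicate 1, so the brain of that replicate gave little background. Hoxa5 had 0 and 89 footprints and Hoxb5 0 and 88, which is at least 10.5-fold and at least 10.4-fold higher against the floor of 3 counts. The most abundant, Hoxc4, had 8 and 82. The 25 Hox genes outside the list had 6 and 49 footprints (exact binomial p = 0.0179), with 8 higher and 4 lower. By paralog group, footprints were 5 and 71 in group 3, 10 and 132 in group 4, 0 and 186 in group 5, 0 and 40 in group 6 and 1 and 20 in group 8, but 2 and 4 in group 13. A candidate explanation is that more caudal brainstem or upper spinal cord was taken with the brain of replicate 2, which may also bear on the granule cell, forebrain and oligodendrocyte lists. Material from another sample in that library, and a difference in Hox expression between the animals, were not tested.

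Within the oligodendrocyte list the genes went both ways, a split noticed after the values were seen. Mbp (log2 ratio 0.70), Mag (0.47), Mobp (1.32) and Ugt8a (0.83) were called higher in replicate 2, whereas Olig1 (-0.84), Olig2 (-0.93), Cspg4 (-0.60) and Sox10 (-0.46) were called lower. Olig1, Olig2, Cspg4 and Sox10 each have 1 annotated transcript, whereas Mbp has 16, Mag 8, Mobp 4 and Ugt8a 3. The split thus goes along with the number of transcripts summed per gene, and a counting effect was not separated from a difference between the animals. No test was made of this split.

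Y-linked genes had footprints in both libraries, which is what male animals would give. Reads of X-linked relatives placed on Y-linked transcripts cannot be told apart from this with the counts alone, because no Y-linked gene exceeded its relative. The ratio of summed counts was 0.223 for Ddx3y over Ddx3x, 0.397 for Eif2s3y over Eif2s3x, 0.152 for Kdm5d over Kdm5c and 0.894 for Uty over Kdm6a. Xist had 1 and 0 footprints, while Meg3, another non-coding RNA, had 96 and 233.

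Among 45 pairs of transcripts of a gene with identical annotated lengths, the paired counts were equal in 4 pairs in replicate 1 and in 2 pairs in replicate 2. Counting each shared read on every matching transcript would give a mean squared difference over sum near 0, and the value over the pairs was 1.04. Reads placed on 1 of the transcripts at random would give such a value. Whether shared reads were instead left out was not tested. The number of footprints on a single transcript may therefore understate what that transcript carried.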
